A study of Homo sapiens with 40 samples. Its data were reported in "eIF4A2 drives repression of translation at initiation by Ccr4-Not through purine-rich motifs in the 5′UTR" (2019).

How the data were processed

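Human embryonic kidney HEK293 cells, an established cell line, were the source of all 40 RNA-Seq libraries, which form 12 groups. In the RNA immunoprecipitation experiment (RIP), RNA recovered with antibodies against the DEAD-box proteins eIF4A1, eIF4A2 or DDX6 (IP) was sequenced beside total RNA, with 3 libraries per group. In the sucrose gradient experiment, cells received control siRNA or siRNA against CNOT1, the scaffold of the Ccr4-Not complex. Input RNA, pooled subpolysomal fractions 1 to 5 and pooled polysomal fractions 6 to 11 were sequenced, with 4 libraries per group. In the TNRC6 experiment, cells received control siRNA or siRNAs against TNRC6A and TNRC6B, the GW182 proteins that link Argonaute to Ccr4-Not, with 2 libraries per group.

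The deposited files for the libraries hold counts, 1 unnormalised integer per gene symbol and library for 55765 symbols. The authors made these counts from strand-specific poly(A)-selected libraries with TopHat2 alignment to hg19 and htseq-count, and the option used for the strand was not stated. A further deposited table holds the authors' edgeR test of each IP against total RNA. In it, per the file headers, log2 values are fold changes or mean CPM, the score is the likelihood ratio statistic, and p_value columns hold the p-value and the FDR. The authors' deposited table names 12890 genes, and its 3 other lines are counter summaries of htseq-count.

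Total counts per library ran from 15.4 to 46 M (M, mega). They were 29.5 to 43.5 M for RIP total RNA, 38.3 to 46 for the eIF4A1 IP, 26.9 to 39 for the eIF4A2 IP and 43.4 to 45.4 for the DDX6 IP. Input libraries held 35.8 to 37.7 M counts with control siRNA and 34.3 to 40.7 with CNOT1 siRNA. Subpolysomal libraries held 16.5 to 25.8 and 15.9 to 27.3 M, and polysomal libraries 23.6 to 27.3 and 23 to 25.2. The TNRC6 experiment gave 15.4 to 28.8 M with control siRNA and 17.2 to 25.5 with TNRC6A/B siRNA. Reads carry no molecular identifiers, so these depths describe counting error only.

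Gene positions and mRNA features came from GENCODE release 44 on GRCh37 with the matching genome sequence. Of the counted symbols, 33529 matched a current symbol and 1892 an older synonym, so that 35421 were placed, 384 of them at more than 1 locus, and 20344 were not. For 19134 symbols a coding transcript gave the 5′UTR, CDS and 3′UTR. No transcript sequence differed in length from its annotation. Coordinates are 1-based.

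The comparisons, tests, families and alternatives below were chosen before the data were examined, except where stated. Counts were analysed with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1, version 1.17.8 of data.table), with 1 fit per experiment over 12, 24 and 4 libraries. Genes were kept by filterByExpr, which left 17474 genes in the RIP fit, 16776 in the gradient fit and 14064 in the TNRC6 fit. TMM factors and quasi-likelihood F-tests on group means were used. All tests are two-sided, and a gene was called at a Benjamini-Hochberg FDR below 0.05 over all genes of the comparison. The change in polysome association was tested as the interaction contrast, the CNOT1 siRNA effect in polysomal RNA minus that in subpolysomal RNA. CPM values, counts scaled to the TMM-adjusted library total, are given as mean and SD. Positive log2 fold changes mean higher in the group named first.

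Binding groups were formed from the genes called higher in each IP than in total RNA. The 2-way groups compare eIF4A1 with eIF4A2 (eIF4A1-only, eIF4A2-only or both), and the 3-way groups add DDX6. The correlation and overlap that arise without any change, because all IPs are divided by the same totals, were estimated in 10 simulations of 12 unchanged libraries. The correlation was also taken from deviations of same-numbered libraries. For each gradient, the log2 polysomal/subpolysomal CPM ratio was taken with a pseudocount of 0.5 CPM. The median ratio of a group minus the median of all genes tested is its polysome association, and the gradient is the replicate. Sets were tested with camera at a preset correlation of 0.01, and the 4 gradients per siRNA were compared by an exact permutation test whose smallest possible p is 0.029. The 9 gene families, defined by symbol, were tested in 6 comparisons, with FDR over all 54 tests.

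For sequence features, 8 purine tetramers were counted without overlap per 100 nt in the 5′UTR, the 50 nt before the start codon, the CDS and the 3′UTR, next to 5′UTR GC content and CDS length. Groups were compared by a permutation test of the difference in mean rank with 100000 resamples, Bonferroni-corrected over the pairs. Overlaps were tested with Fisher's exact test. Genes named in the text are CNOT1, TNRC6A, TNRC6B, EIF4A1, EIF4A2, DDX6, RAB12, STX2, TIMM13 and RPS21. For each comparison with called genes they also include the 2 genes with the largest increase and the 2 with the largest decrease among called genes. These needed a mean of at least 10 CPM and no overlap of the libraries' values between the groups.

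Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, a replicate block, a fit of only the compared libraries, and leaving out each library in turn. For sets they were fry, camera with an estimated correlation, a pseudocount of 5 CPM, regression on coding length, and binding groups from direct contrasts, from DESeq2 or at a log2 fold change of at least 0.5. Chosen after the data were seen were the edgeR likelihood ratio test, groups from the authors' deposited table, groups from a blocked RIP fit, blocked fits and DESeq2 in the TNRC6 overlaps, DESeq2 with a block, the correlation between IPs of deviations of same-numbered libraries, a sign-flip test of gradients paired by replicate number, and gradient fits without both polysomal libraries of replicate 3. Binding groups under the other RIP fits and without each library in turn were added after the data were seen as well. Where a group was left with 1 library, its spread was assumed to be that of the other groups.

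The labels number replicates but do not state pairing. Residuals of libraries with the same number correlated across genes by 0.14 to 0.63 between RIP groups, by 0.13 to 0.24 between the input groups, by 0.47 to 0.63 between the subpolysomal groups and by 0.82 in the TNRC6 experiment. For the polysomal groups the range was -0.52 to 0.08. A block on the replicate number was therefore an alternative. No library was a copy of another among the 50 pairs of libraries of the same group that were checked.

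The fits were tested on simulated data in which 200 genes were changed 2-fold. The calls recovered 76.5% of these genes in the eIF4A2 IP against total RNA with 6.1% false calls, and 69.5% with 7.3% in the eIF4A2 IP against the eIF4A1 IP, or 94.5% with 5.5% with a block. Recovery was 85% for input, 85.5% for polysomal RNA and 59.5% for the interaction, with 4%, 5% and 3.3% false calls. DESeq2 recovered 94% in input with 11.7% false calls. With 2 against 2 libraries, the TNRC6 fit recovered 0% without a block and 91% with one, with 3.7% false calls. Each edgeR design was tested on data simulated from its own fit. The runs with a block thus hold the replicate differences and the spread of the blocked fit. They do not test whether libraries are paired or whether blocked calls in the real data are right. Camera called 10 of 10 sets of 300 genes shifted by 0.25 and 0 of 100 unshifted sets, and fry called 10 and 2. When many sets moved one way, both tools called all 20 unshifted sets. Camera compares a set with the other genes, and fry compares it with no change after scaling. Both results thus depend on how the other genes move. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 prepared the tables and plots.

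The title of 1 RIP total RNA library numbers it replicate 3, while its description says replicate 2. The title was used, and this library's residuals correlated by 0.27 to 0.46 with those of the IPs numbered 3, but every blocked RIP result rests on this choice. Labels were used as deposited for every library, including both polysomal libraries of replicate 3, whose CNOT1 counts oppose their labels. No library was left out of the fits that the report gives first.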

Results

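RNA-Seq counts were available for 40 HEK293 libraries in 12 groups. The RIP experiment comprised total RNA and the eIF4A1, eIF4A2 and DDX6 IPs (n = 3 each). The sucrose gradient experiment comprised input, subpolysomal and polysomal RNA from cells with control or CNOT1 siRNA (n = 4 each). The TNRC6 experiment comprised control and TNRC6A/B siRNA (n = 2 each). Each library held between 15.4 and 46 M counts (M, mega) over 55765 gene symbols.

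To ask which mRNAs each helicase binds, each IP was compared with RIP total RNA. Of 17474 genes tested, 4555 were higher and 4638 lower in the eIF4A1 IP, 4283 higher and 4509 lower in the eIF4A2 IP, and 3965 higher and 4079 lower in the DDX6 IP (edgeR). The alternative that moved these counts most was the replicate block, with 5667 and 5598, 5319 and 5582, and 5174 and 5313 genes. The authors' deposited table called 4799, 4595 and 4511 genes higher, of which 3672, 3387 and 3350 were called higher here. No gene was called in opposite directions, and the log2 fold changes of the authors' deposited table correlated with those computed here by r = 0.9997, 0.9995 and 0.9997 across 12890 genes, which are not independent replicates.

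ZBTB42 (GRCh37 chromosome 14, 105266933 to 105271049) rose most in the eIF4A1 IP, from 3.70 ± 1.31 CPM in total RNA to 22.4 ± 6.04 CPM (SD, n = 3), a log2 fold change of 2.59 (SE 0.25, FDR 4.64e-06). In the eIF4A2 IP it reached 34.3 ± 3.89 CPM (log2 3.20). The symbol RP11-215G15.5, which has no position in the annotation, rose from 41.6 ± 3.97 CPM to 232 ± 77.1 CPM in the eIF4A1 IP and to 403 ± 81.9 CPM in the eIF4A2 IP. PABPC1 (chromosome 8, 101698044 to 101735037), which encodes the poly(A)-binding protein, rose most in the DDX6 IP, from 1250 ± 91.2 CPM to 6850 ± 524 CPM (log2 2.46, SE 0.17, FDR 8.11e-06). SNORD17 followed with a log2 fold change of 2.25. RN7SL1, a 7SL RNA whose symbol was not placed in the annotation, fell most in all 3 IPs (log2 -4.72, -4.74 and -4.36). Its level in total RNA varied between libraries (80.1 ± 73.4 CPM, n = 3). RPL36A fell by 3.57 in the eIF4A1 IP, YBX1 fell by 3.15 in the eIF4A2 IP and MIR17HG fell by 3.01 in the DDX6 IP. The mRNA of the precipitated protein was higher in the eIF4A2 IP (EIF4A2, 945 ± 162 against 391 ± 25.8 CPM, log2 1.27, FDR 1.36e-05) and in the DDX6 IP (DDX6, 514 ± 106 against 172 ± 5.83 CPM, log2 1.58, FDR 1.54e-05). EIF4A1 went the other way in the eIF4A1 IP, at 1.79 ± 0.443 against 8.6 ± 0.715 CPM (n = 3, log2 -2.26, SE 0.32, FDR 7.83e-05), lower in 3 of 3 libraries. It was also lower in the DDX6 IP (log2 -2, FDR 0.000268), and in the eIF4A2 IP it was not called by edgeR (log2 -0.34, FDR 0.359) except without eIF4A2 IP replicate 3 (-0.88, FDR 0.00665). The EIF4A1 locus overlaps the readthrough gene SENP3-EIF4A1, so its counts may miss reads that fall in both.

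Because a call in 1 IP and none in another does not show a difference, the IPs were compared directly. In the eIF4A2 IP 170 genes were higher and 15 lower than in the eIF4A1 IP. This split depended on the tool, with 541 and 159 genes in DESeq2, and on pairing, with 1245 and 1521 genes under the replicate block, which kept all 185 calls. Leaving out eIF4A1 IP replicate 1, 2 or 3 gave 189, 57 or 42 higher genes and 35, 1 or 4 lower genes. Without eIF4A2 IP replicate 1 or 3 there were 104 or 66 higher genes and 3 or 1 lower genes. Against the DDX6 IP, 1716 genes were higher and 1969 lower in the eIF4A2 IP, or 3232 and 3842 under the block, which kept all 3685 calls. Without eIF4A2 IP replicate 1 these counts were 924 and 723, and without DDX6 IP replicate 2 they were 745 and 742. Leaving out DDX6 IP replicate 1 or 3 gave 1111 or 1138 higher genes, and leaving out eIF4A2 IP replicate 3 gave 1193 lower genes. Between the DDX6 and eIF4A1 IPs 14 genes were higher and 2 lower, against 359 and 182 in DESeq2 and 1062 and 668 under the block. No gene remained without eIF4A1 IP replicate 1. Leaving out eIF4A1 IP replicate 2 or 3 gave 8 and 5, or 2 and 0 genes. Leaving out DDX6 IP replicate 1, 2 or 3 gave 3 and 0, 11 and 1, or 5 and 0 genes. Only 10 of the 16 calls were kept without eIF4A1 IP replicate 2, so some genes called there were new.

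RPL36A (chromosome X, 100645812 to 100651143) was 29.7 ± 15.4 CPM in the eIF4A2 IP and 4.05 ± 0.141 CPM in the eIF4A1 IP (n = 3, log2 2.88, FDR 0.00302), and ZC3H13 differed by 2.10 (FDR 0.00492). COX6B1 was lower by a log2 fold change of -1.04 (FDR 0.0494) and GRINA by -0.94 (FDR 0.0048). COX6B1 lost its call when any library of the pair of groups except eIF4A1 IP replicate 1 was left out (log2 -1.15 to -0.84, FDR 0.0676 to 0.25), with RLE factors (FDR 0.0525) and with only the compared libraries (FDR 0.0924), where GRINA lost its call as well (FDR 0.0796). PRRC2A (chromosome 6, 31588492 to 31605548) and PRRC2C exceeded their DDX6 IP levels in the eIF4A2 IP by 2.28 and 2.22, and CCHCR1 and RPS19 stood at -2.26 and -1.91. CCHCR1 (chromosome 6, 31110216 to 31126015) was also the gene that rose most in the DDX6 IP over the eIF4A1 IP (138 ± 71.0 against 29.7 ± 5.30 CPM, log2 2.22, FDR 0.0127). DCP1B, which encodes a decapping activator, followed (log2 1.74, FDR 0.0127). The 2 lower genes were ABHD15 (-0.98, FDR 0.0127) and RP11-214O1.2 (-0.96, FDR 0.0198). CCHCR1 and DCP1B lost their calls without eIF4A1 IP replicate 1 (FDR 0.108 and 0.137) or 3 (FDR 0.0577 for both). ABHD15 and RP11-214O1.2 lost theirs without any 1 of eIF4A1 IP replicates 1 and 3 and DDX6 IP replicates 1 and 3 (FDR 0.0538 to 0.169), and RP11-214O1.2 also without DDX6 IP replicate 2 (FDR 0.0827). The DDX6 mRNA was higher in the DDX6 IP than in the eIF4A1 IP (log2 0.95, FDR 0.033), a call lost without any 1 of the 6 libraries except DDX6 IP replicate 2. In DESeq2 all 16 calls between the DDX6 and eIF4A1 IPs were kept, and with only the compared libraries 0 were.

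Calls in the IPs against total RNA defined binding groups. The libraries include no control IP with IgG, so these groups do not separate binding to the named protein from background recovery in an IP. Among eIF4A1 and eIF4A2 they gave 1013 eIF4A1-only genes, 741 eIF4A2-only genes and 3542 genes enriched in both (2-way groups). With DDX6 added, 371 genes were eIF4A1-only, 667 eIF4A2-only, 476 DDX6-only and 2773 common to all 3 IPs (3-way groups). A further 642 genes were shared by eIF4A1 and DDX6, 769 by eIF4A1 and eIF4A2, and 74 by eIF4A2 and DDX6. How many members differed between IPs when tested directly depended on the block. Without it they were 6 of the 1013 and 20 of the 741 genes in the eIF4A2 IP against the eIF4A1 IP, and 7 of the 476 and 0 of the 371 genes in the DDX6 IP against the eIF4A1 IP. Between the eIF4A2 and DDX6 IPs, 306 of the 667 eIF4A2-only and 236 of the 476 DDX6-only genes differed. With the replicate block these counts were 304, 234, 120, 30, 463 and 354, in the same order. Requiring the direct difference, without a block, moved the groups most, to 7 and 32 genes in the 2-way eIF4A1-only and eIF4A2-only groups and 0, 30 and 8 genes in the 3-way eIF4A1-only, eIF4A2-only and DDX6-only groups. Of these, 6 and 20, and 0, 18 and 7 genes, were also in the groups given first. Without eIF4A1 IP replicate 2 the 2-way eIF4A1-only group held 584 genes and the DDX6-only group 784. Without eIF4A1 IP replicate 1 the 3-way eIF4A1-only group held 213 genes, and without DDX6 IP replicate 2 it held 563 while the DDX6-only group held 196. Groups formed from the authors' deposited table held 832, 628 and 3967 genes (2-way) and 199, 567, 481 and 3336 genes (3-way). They shared 266, 231 and 2912 genes, and 32, 207, 130 and 2378 genes, with the groups formed here. With the replicate block in the RIP fit the groups held 1182, 834 and 4485 genes (2-way) and 369, 758, 623 and 3662 genes (3-way). Of these, 559, 479 and 3540 genes, and 147, 427, 232 and 2772 genes, were also in the groups given first.

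The IPs share their totals, which alone correlates the fold changes. Across genes the log2 fold changes of eIF4A1 and eIF4A2 correlated by r = 0.878 (rho 0.903), of eIF4A1 and DDX6 by 0.933 (rho 0.925) and of eIF4A2 and DDX6 by 0.782 (rho 0.799). Unchanged libraries simulated with shared totals gave r = 0.515 ± 0.008, 0.522 ± 0.009 and 0.513 ± 0.008 (SD, 10 simulations). Such values follow largely from dividing groups of equal size and spread by the same totals. They are not a share of the observed correlation. The simulations do not pair libraries by replicate number. With pairing kept, in deviations of same-numbered libraries from their group means, IP minus total RNA correlated between IPs by 0.384 to 0.586, 0.483 to 0.677 and 0.553 to 0.65 (3 replicate numbers each). The simulations gave 0 genes called by edgeR in both eIF4A IPs, where 101.8 passed an unadjusted p below 0.05 in both. With no gene changed, an FDR threshold leaves few or no calls in any case. The 0 therefore does not measure how much of the observed overlap comes from the shared totals.

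To ask what sets eIF4A2-only mRNAs apart, sequence features of the 2-way groups were compared. Features were available for 67.2% of eIF4A2-only and 74.2% of eIF4A1-only genes in the 5′UTR, under the 80% set for whole groups, so the comparison is void for the whole groups and holds for their protein-coding members (510 and 774 genes, of which 97.6% and 97.2% had a value). Purine tetramers per 100 nt of 5′UTR had a median of 1.85 in eIF4A2-only and 1.35 in eIF4A1-only mRNAs. The medians were 3.09 and 2.52 in the CDS and 2.86 and 2.64 in the 3′UTR. Within 50 nt upstream of the start codon both medians were 2, with upper quartiles of 4 and 2. The 5′UTR GC content was 64.8% and 71.0%, and the CDS was 1959 and 921 nt long. Bonferroni-adjusted permutation p-values were 3e-05 for each of these except the 3′UTR (6e-05), where 1e-05 before adjustment is the smallest that the resamples can give. Against mRNAs enriched in both IPs, eIF4A2-only mRNAs differed in the same direction in all 6 features (adjusted permutation p 3e-05). The eIF4A1-only mRNAs differed from those enriched in both only in CDS length (921 against 1311 nt, adjusted permutation p 3e-05). Genes are not independent replicates. In total, 18 comparisons of features were made.

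The distribution of mRNAs between fractions was measured in control cells. Of 16776 genes, 5837 were higher in polysomal and 6199 higher in subpolysomal RNA (edgeR), and the fit of the 8 compared libraries alone moved this most, to 4693 and 5404. Without both polysomal libraries of replicate 3, whose CNOT1 counts oppose their labels, the counts were 5762 and 6573. COL4A1 (chromosome 13, 110801310 to 110959504) had the highest polysomal enrichment, with 118 ± 12.3 against 12.8 ± 2.61 CPM (n = 4, log2 3.21, FDR 6.31e-14), followed by KMT2D (log2 3.17). RN7SL1 and RN7SL2 were the most subpolysomal (log2 -7.75 and -7.19). Without both libraries these 4 values were 3.27, 3.01, -7.41 and -6.81. Relative to all genes, the 2-way eIF4A2-only group had a polysome association of -0.598 ± 0.029 (log2, SD, n = 4 gradients, camera FDR 2.83e-07), below 0 in 4 of 4 gradients. The group enriched in both IPs stood at -0.317 ± 0.114 (camera FDR 0.0001) and eIF4A1-only mRNAs at -0.115 ± 0.225 (camera FDR 0.465). In the 3-way groups the values were -0.650 ± 0.051 for eIF4A2-only (camera FDR 8.95e-08), -0.079 ± 0.187 for eIF4A1-only (camera FDR 0.793) and -0.007 ± 0.159 for DDX6-only (camera FDR 0.905). The calls of the eIF4A2-only groups and of the group enriched in both IPs held under fry and under an estimated correlation (FDR 0.0126 to 0.0141). Fry alone also called the 2-way eIF4A1-only group (FDR 0.0045). The 3-way DDX6-only value turned positive without gradient replicate 3 (0.066) and without both polysomal libraries of replicate 3 (0.068). Without both libraries the eIF4A2-only values were -0.562 (2-way, camera FDR 2.92e-07) and -0.601 (3-way, camera FDR 1.04e-07), the group enriched in both IPs stood at -0.258 (camera FDR 9.61e-05), and the eIF4A1-only values were nearer 0, at -0.011 (2-way) and -0.048 (3-way). With groups from the authors' deposited table the DDX6-only value was 0.322 (camera FDR 0.0292). For the 3-way eIF4A1-only and DDX6-only groups the mean fold changes (-0.207 and -0.169) lay above that of all genes (-0.23), while the medians (-0.097 and -0.042) lay below that of all genes (-0.022). A difference in association between binding groups was not tested.

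CNOT1 siRNA lowered its target in input RNA. CNOT1 (chromosome 16, 58553855 to 58663789) fell from 672 ± 35.7 to 39.6 ± 1.99 CPM (SD, n = 4), a log2 fold change of -4.08 (SE 0.81, FDR 0.00673). In subpolysomal RNA it fell from 280 ± 40.3 to 80.8 ± 6.98 CPM (log2 -1.79, SE 0.74, FDR 0.065). In polysomal RNA the means were 369 ± 228 with control siRNA and 179 ± 302 with CNOT1 siRNA (log2 -1.05, SE 0.72, FDR 0.677). The library labelled control siRNA polysomal replicate 3 held 28.3 CPM of CNOT1, whereas the other control polysomal libraries held 470 to 501. The library labelled CNOT1 siRNA polysomal replicate 3 held 631 CPM, whereas the other CNOT1 siRNA polysomal libraries held 24 to 31.6. The labels were kept for all values given first. Without both of these libraries CNOT1 fell by 4.08 in input (FDR 9.87e-18), by 1.79 in subpolysomal (FDR 1.04e-10) and by 4.1 in polysomal RNA (FDR 2.8e-16).

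**Figure D1:**
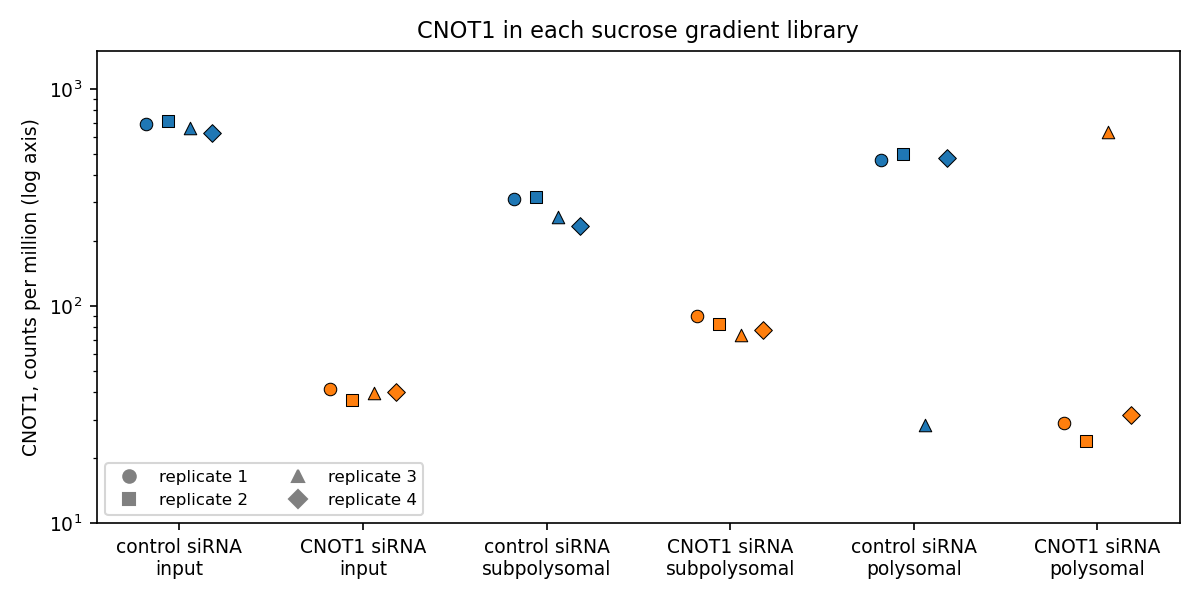
CNOT1 in CPM (log axis) in each of the 24 sucrose gradient libraries, by group as labelled, with 1 symbol per replicate and no averages drawn. The library labelled control siRNA polysomal replicate 3 lies at 28.3, within the range of the other CNOT1 siRNA polysomal libraries (24 to 31.6). That labelled CNOT1 siRNA polysomal replicate 3 lies at 631, above the other control siRNA polysomal libraries (470 to 501).

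After CNOT1 siRNA, 2245 genes were higher and 2614 lower in input RNA. The fit of the 8 input libraries alone, which does not take its spread from the polysomal libraries, moved this most, to 4848 and 4713. Without both polysomal libraries of replicate 3 the counts were 3346 and 3611. Without control siRNA input replicate 1, 2 or 3 the higher genes numbered 1469, 1387 or 1354, and without CNOT1 siRNA input replicate 3 there were 1374 higher and 1568 lower genes. Next to CNOT1, FAM73A (listed as MIGA1 in the annotation, chromosome 1, 78245309 to 78345225) decreased by 1.99 (FDR 0.00673). EGR1 rose from 5.54 ± 1.70 to 42.3 ± 44.8 CPM (log2 2.93, FDR 0.019). That value rests largely on CNOT1 siRNA input replicate 3, without which it was 1.85 (FDR 0.117), and it was 2.81 (FDR 0.0523) without control siRNA input replicate 2. PVRL4 (listed as NECTIN4) rose by 2.28 in input (FDR 0.00673) and by 2.07 in subpolysomal RNA (FDR 0.00282). Subpolysomal RNA had 2182 higher and 3212 lower genes. DDN (chromosome 12, 49388932 to 49393158) rose most there, from 12 ± 2.55 to 56.6 ± 8.87 CPM (log2 2.24, FDR 0.000169). HOXB3 and MAP3K13 decreased by 1.96 and 1.77. In polysomal RNA edgeR called 0 genes in either direction, with 433 higher and 690 lower at an unadjusted p below 0.05, and DESeq2 called 0 as well. Without both polysomal libraries of replicate 3, 2925 genes were higher and 2501 lower. Leaving out the control library alone gave 1699 and 1148, and the CNOT1 siRNA library alone 198 and 403. Genes called in both the subpolysomal and the polysomal comparison accordingly numbered 0 by edgeR and by DESeq2. They numbered 2996 without both libraries, of which 1288 were higher in both, 1324 lower in both and 384 opposite.

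The question whether CNOT1 depletion moves mRNAs between fractions was addressed with the interaction. The polysomal/subpolysomal ratio was higher for 547 and lower for 402 genes, with 2094 and 1489 at an unadjusted p below 0.05. The direction of the majority depended on the scaling, with 407 and 468 genes for RLE factors and 725 and 757 in DESeq2. The size of the counts also depended on libraries, with more higher than lower genes in each omission given here with both counts. There were 1709 and 1285 genes without both polysomal libraries of replicate 3, 1208 and 828 without control siRNA polysomal replicate 3, 357 and 260 without control siRNA subpolysomal replicate 1, and 349 higher genes without CNOT1 siRNA subpolysomal replicate 3. TRIM45 (chromosome 1, 117653682 to 117665209) and YBX1 moved most towards polysomes (log2 1.45, FDR 0.000903, and 1.34, FDR 0.00351). MKNK2 (chromosome 19, 2037464 to 2051243) and JUND moved most away from them (log2 -1.62, FDR 0.00226, and -1.41, FDR 0.00143). Without both libraries these values were 1.62, 1.10, -1.39 and -1.32. Subpolysomal replicates 1 and 2 were deeper than replicates 3 and 4 with both siRNAs, and a block on the replicate number gave 710 and 487 genes.

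As a group, the 583 3-way eIF4A2-only genes moved from a polysome association of -0.650 ± 0.051 with control siRNA to -0.417 ± 0.130 with CNOT1 siRNA (SD, n = 4 gradients), a difference of 0.233 (camera FDR 1.4e-05; exact permutation p 0.029, the smallest possible). All 4 CNOT1 siRNA gradients lay above all 4 control gradients. Fry kept the call (FDR 0.000261), whereas an estimated correlation did not (FDR 0.063). DDX6-only genes changed by -0.145 (camera FDR 2.27e-05; exact permutation p 0.171) and eIF4A1-only genes by -0.109 (camera FDR 0.0166; exact permutation p 0.4). Neither of these calls held under fry (FDR 0.139 and 0.368) or an estimated correlation (FDR 0.271 and 0.332). Without both polysomal libraries of replicate 3 the differences were 0.146 (camera FDR 0.00119), -0.231 (camera FDR 7.22e-10) and -0.075 (camera FDR 0.12). The eIF4A1-only call was also lost without gradient replicate 1 (-0.072, FDR 0.103) or 3 (-0.087, FDR 0.0634). The exact permutation test does not pair gradients by replicate number. Between gradients of the same number, eIF4A2-only mRNAs rose in 4 of 4 (0.112 to 0.472). The eIF4A1-only mRNAs fell in 4 of 4 (-0.212 to -0.016) and DDX6-only mRNAs fell in 3 of 4 (-0.278 to 0.149). Here 4 pairs cannot give an exact sign-flip p below 0.125. Without both polysomal libraries of replicate 3, eIF4A2-only mRNAs rose in 3 of 3 pairs (0.11 to 0.218). The eIF4A1-only (-0.182 to -0.012) and DDX6-only mRNAs (-0.262 to -0.192) then fell in 3 of 3, where the smallest possible sign-flip p is 0.25. With 3 gradients per siRNA the exact permutation p was 0.1, the smallest possible, for the eIF4A2-only and DDX6-only groups, and 0.5 for the eIF4A1-only group. In the fit of all libraries the median log2 change was -0.189 for 2-way and -0.112 for 3-way eIF4A1-only genes, and 0.274 for 2-way eIF4A2-only genes. It was -0.079 for genes enriched in both eIF4A IPs, -0.127 for genes common to all 3 IPs and 0.054 for all genes. No set test of the 2-way and shared groups is given for this change.

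**Figure D2:**
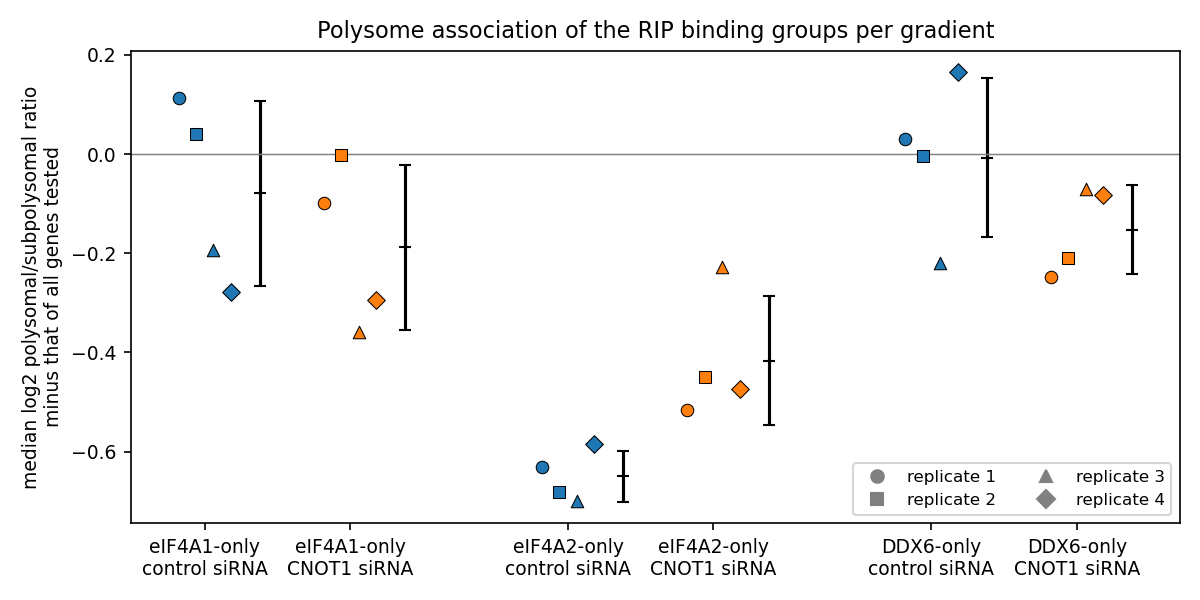
Polysome association of the 3-way binding groups (log2 median polysomal/subpolysomal ratio minus that of all genes tested) in each gradient with control or CNOT1 siRNA, with bars for mean and SD over 4 gradients. The eIF4A2-only means are -0.650 and -0.417, and replicate 3 holds the polysomal libraries whose CNOT1 counts oppose their labels.

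Gene families fixed by symbol were compared with all genes tested, so a scaling factor cancels in camera and in the values, which are median log2 differences. Fry tests a family against no change, so scaling does not cancel there. Of 54 camera tests, 9 were higher and 22 lower. Camera with an estimated correlation called none of them, and fry kept the direction and side of the threshold in 41. Cytosolic ribosomal protein mRNAs stood at -0.78 in the eIF4A1 IP (FDR 9.61e-07) and -1.31 in the eIF4A2 IP (FDR 4.11e-18), and at -0.08 in the DDX6 IP (FDR 0.42). Between the eIF4A2 and DDX6 IPs the value was -1.28 (FDR 5.16e-45), with 78 of 84 genes called lower and 80 adjusted over the list alone. The family was subpolysomal in control cells (-1.35, FDR 5.07e-17) and moved towards polysomes after CNOT1 siRNA (0.78, FDR 3.56e-40), with 51 of 84 genes called higher and 59 adjusted over the list alone. P-body and decapping factor mRNAs were higher in the DDX6 IP (0.81, FDR 7.36e-05), with 13 of 18 genes called and 13 adjusted over the list alone, and lower in the eIF4A2 IP than in the DDX6 IP (-0.70, FDR 1.48e-06). Proteasome subunits were lower in all 3 IPs (-1.42, -1.49 and -0.97) and polysomal in control cells (1.27, FDR 1.38e-16). Mitochondrial ribosomal proteins (-0.74, -1.01 and -0.32) were also lower in all 3 IPs, in the DDX6 IP not under fry (FDR 0.153), and polysomal in control cells (0.62, FDR 0.000151). Complex I subunits (-0.79, -1.06 and -0.35) were lower in the eIF4A1 and eIF4A2 IPs, not called in the DDX6 IP (FDR 0.097) and polysomal in control cells (0.80, FDR 0.00119). After CNOT1 siRNA they moved away from polysomes (-0.39, FDR 0.0324), a call lost with the replicate block (FDR 0.0611) and under fry (FDR 0.453). Zinc finger mRNAs were higher in the eIF4A2 IP (0.12, FDR 0.0211), subpolysomal in control cells (-0.92, FDR 2.8e-13) and moved by 0.25 after CNOT1 siRNA (FDR 3.63e-07). Mitochondrially encoded genes were called lower in all 3 IPs, but together they held 365 to 783 counts in a total RNA library and 7 to 65 in an IP library, so no size is given for this fall. They were subpolysomal in control cells (-5.54), from 6029 to 11778 counts per subpolysomal and 314 to 472 per polysomal library. After CNOT1 siRNA they moved by 0.57 (FDR 0.00648) with 0 members called by edgeR over all genes and 0 adjusted over the list alone, and the family call was lost under fry (FDR 0.0616) and without both polysomal libraries of replicate 3 (FDR 0.153). Without both of these libraries the control values were -1.12 for cytosolic and 0.76 for mitochondrial ribosomal proteins, 1.42 for proteasome subunits, 1.07 for complex I subunits, -0.79 for zinc finger mRNAs and -5.21 for mitochondrially encoded genes. The changes after CNOT1 siRNA were then 0.57 for cytosolic ribosomal proteins, -0.67 for complex I subunits and 0.14 for zinc finger mRNAs, and camera kept all 9 calls. Ccr4-Not subunits (FDR 0.238 to 0.658) and miRNA pathway factors (FDR 0.237 to 0.877) were not called by camera in any comparison with all libraries. Without both polysomal libraries of replicate 3, camera called a fall in polysome association of Ccr4-Not subunits after CNOT1 siRNA (mean -0.25, FDR 0.0326). This family includes CNOT1, the target of the siRNA, which fell more in polysomal than in subpolysomal RNA in that fit. The family without CNOT1 was not tested, so the call may rest on the target itself. Fry called Ccr4-Not subunits lower in the eIF4A1 IP (FDR 0.00168), in the eIF4A2 IP (FDR 0.00273) and in the eIF4A2 IP against the DDX6 IP (FDR 0.0366), and polysomal in control cells (FDR 7.7e-05). It called miRNA pathway factors lower in the eIF4A1 IP (FDR 0.0487), higher in the eIF4A2 IP than in the DDX6 IP (FDR 0.0487) and polysomal in control cells (FDR 0.0133). It also called P-body and decapping factors higher in the eIF4A1 IP (FDR 0.028) and polysomal in control cells (FDR 0.00907). Median and mean differed in sign for zinc finger mRNAs in the eIF4A1 IP (-0.04 and 0.07). For proteasome subunits and miRNA pathway factors after CNOT1 siRNA the test pointed up beside negative medians and means, with no call.

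**Figure D3:**
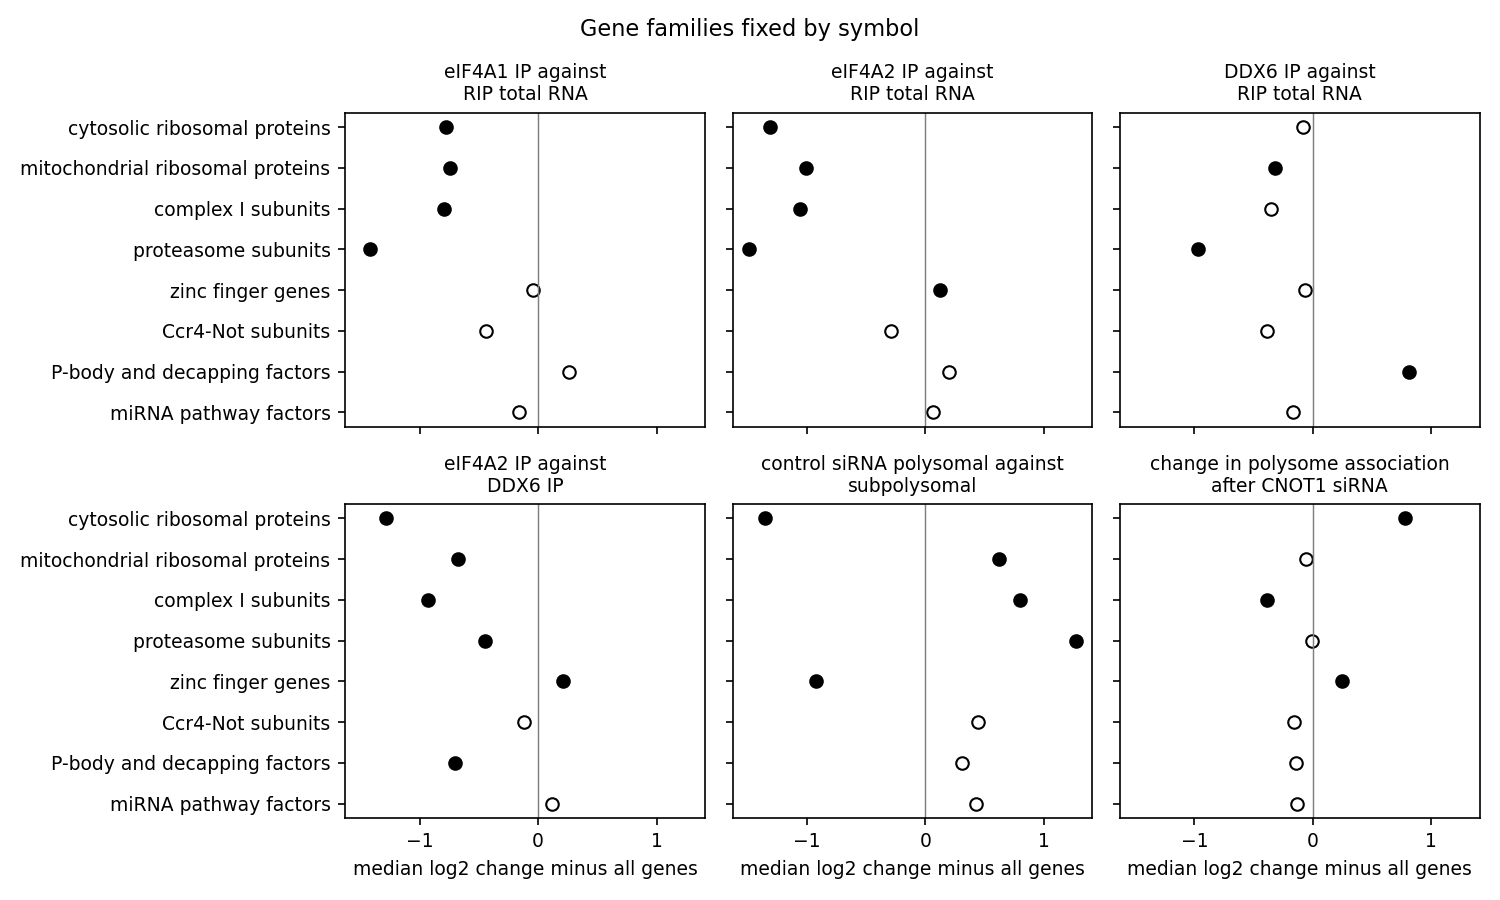
Median log2 change of 8 gene families minus that of all genes tested (x axis, log2) in 6 comparisons, with filled points for camera FDR below 0.05 and open points otherwise. Cytosolic ribosomal proteins lie at -1.28 in the eIF4A2 IP against the DDX6 IP and at 0.78 in the change in polysome association after CNOT1 siRNA, and no filled point holds under an estimated correlation.

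The TNRC6 experiment served to find mRNAs repressed through the miRNA pathway. TNRC6A (chromosome 16, 24621530 to 24838953) fell from 183 ± 7.35 to 52.6 ± 17.1 CPM (SD, n = 2; log2 -1.80, SE 0.29) and TNRC6B (chromosome 22, 40440821 to 40731812) from 70.3 ± 3.84 to 22.0 ± 6.04 CPM (log2 -1.68, SE 0.28), with no overlap between the groups. Neither passed the threshold over all genes by edgeR (FDR 1), and both were called lower when adjusted over the list alone. In all, edgeR called 0 of 14064 genes, with 173 higher and 116 lower at an unadjusted p below 0.05. DESeq2 called 6 higher and 2 lower genes, the latter being TNRC6A and TNRC6B (FDR 0.0246 and 0.0329). With a replicate block edgeR called 520 higher and 243 lower genes and DESeq2 344 and 38, so the share of lower genes depended on the tool. TNRC6A and TNRC6B were then called (FDR 1.06e-24 and 5.21e-19). No binding group could be tested against 0 genes. With the blocked calls, 143 of 2936 genes enriched in both eIF4A IPs were higher after TNRC6A/B siRNA (4.87% against 3.71% of 14004 genes, odds ratio 1.45, Fisher's exact FDR 0.000994), as were 123 of 2395 genes common to all 3 IPs (odds ratio 1.53, FDR 0.000756). The other 5 groups did not differ from the background, with 14 of 527 (2-way) and 14 of 482 (3-way) eIF4A2-only, 26 of 782 (2-way) and 11 of 236 (3-way) eIF4A1-only and 13 of 410 DDX6-only genes (FDR 0.549 to 0.69). DESeq2 with a block kept these calls (FDR 0.0251 and 0.0204). Across 14001 genes, the log2 fold changes after TNRC6A/B siRNA and after CNOT1 siRNA in input RNA, from separate controls, correlated by r = 0.214 (rho 0.23), or 0.167 with polysomal RNA. These were 0.213 and 0.202 without both polysomal libraries of replicate 3. With a block in both fits 174 genes were higher in both, where 78.4 were expected by chance (odds ratio 3.00, Fisher's exact p 1.43e-26). Genes are not independent replicates.

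Of the 10 genes named in advance, 3 were called higher and 3 lower in the eIF4A1 IP, 3 and 1 in the eIF4A2 IP, and 3 and 1 in the DDX6 IP (3 and 3, 3 and 1, and 3 and 2 adjusted over the list alone). In input RNA after CNOT1 siRNA 1 was higher and 3 lower, and in subpolysomal RNA 2 and 2 (1 and 3, and 2 and 3 adjusted over the list alone). RAB12 and STX2, which the study followed singly, were enriched in all 3 IPs (log2 1.37, 1.18 and 1.36 for RAB12, and 1.61, 1.55 and 1.5 for STX2). TIMM13 and RPS21 were not called by edgeR in any IP against total RNA, and both were lower in the eIF4A2 IP than in the DDX6 IP (log2 -1.08, FDR 0.0272, and -1.30, FDR 0.0117). The replicate block called RPS21 lower in the eIF4A2 IP (-0.69, FDR 0.00614) and higher in the DDX6 IP (0.56, FDR 0.0204), and TIMM13 higher in the DDX6 IP (0.66, FDR 0.00452). RPS21 was also called lower in the eIF4A2 IP by DESeq2 (FDR 0.0396), by the edgeR likelihood ratio test (FDR 0.0383), without a filter (FDR 0.00155), with only the compared libraries (FDR 0.0468) and without RIP total RNA replicate 3 (-0.98, FDR 0.0144). Without a filter RPS21 (FDR 0.0114) and TIMM13 (FDR 0.00213) were called higher in the DDX6 IP. None of the 4 changed its polysome association after CNOT1 siRNA by edgeR (RAB12 -0.57, STX2 -0.56, TIMM13 -0.64 and RPS21 0.41, FDR 0.128 to 0.488), and none was called when adjusted over the list alone. Without both polysomal libraries of replicate 3, RAB12 changed by -0.75 (FDR 0.0141) and STX2 by -1.05 (FDR 0.00118). RAB12 was also called without control siRNA polysomal replicate 3 (-0.70) or control siRNA subpolysomal replicate 2 (-0.72), and STX2 without the former (-0.78).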

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

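The tests of exchanged labels, mixed samples, library depth and mislabelled libraries in this part were chosen only after the result was seen. In groups of 4 libraries or gradients, a value was singled out when its gap to the nearest other value was large relative to the range of the group. Of 84 groups tested, 5 held such a value, and chance alone singles out about 1 in 20 groups, or 4.2 of them. All 5 lie in polysomal libraries of replicate 3 or in the gradient that uses one.

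CNOT1 was at 28.3 CPM in the library labelled control siRNA polysomal replicate 3, against 470 to 501 in the other 3 of its group. It was at 631 CPM in the library labelled CNOT1 siRNA polysomal replicate 3, against 24 to 31.6 in the other 3. TNRC6A was at 332 CPM in the library labelled control siRNA polysomal replicate 3, against 150 to 160 in its group and 254 to 289 in CNOT1 siRNA polysomal replicates 1, 2 and 4. The 10 most abundant genes took 5.24% of the counts in the library labelled CNOT1 siRNA polysomal replicate 3, against 3.52 to 3.64% in its group and 4.4 to 4.68% in control siRNA polysomal replicates 1, 2 and 4. The share in the library labelled control siRNA polysomal replicate 3 was 3.58%.

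A mixture of both samples would place CNOT1 between the groups, and 28.3 CPM lies inside the range of the other CNOT1 siRNA polysomal libraries. Depth does not account for the pattern either, since the library labelled control siRNA polysomal replicate 3 held 25.7 M counts and the others 23.4 to 27.3 M, although that labelled CNOT1 siRNA polysomal replicate 3 was just below this range at 23 M. What stays open is an exchange of the 2 labels. Between the other 6 polysomal libraries 5897 genes were called, and 99.4% of them, CNOT1 left out, were ordered the opposite way in the replicate 3 pair. With replicate 1, 2 or 4 left out in its place, edgeR called 0 genes between the remaining 6 libraries. An exchange of labels may therefore explain these counts, but it was found and tested on the same data and cannot be settled from counts alone, so the labels were kept.

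In the gradient of CNOT1 siRNA replicate 3 the median log2 polysomal/subpolysomal ratio of 2-way eIF4A2-only mRNAs was -0.228 relative to all genes, against -0.463 to -0.431 in the other 3. This gradient uses the library labelled CNOT1 siRNA polysomal replicate 3, so an exchange of labels (99.4% of genes in the opposite order) may contribute to it. The ratio in the control siRNA gradient of replicate 3 (-0.618) was close to the other control gradients, and a ratio formed from exchanged libraries was not tested.

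The fall of CNOT1 after its siRNA was smaller in subpolysomal than in input RNA. The difference of the log2 fold changes was 2.29 (SE 0.15, edgeR FDR 6e-08), in a fit in which 775 of 17105 genes had a higher and 878 a lower fold change in subpolysomal RNA. Counting noise is too small for this, since the lowest CNOT1 count in the 4 CNOT1 siRNA subpolysomal libraries was 1458. The difference of 2.29 comes from a fit without polysomal libraries, so the labels of those libraries are not its cause. Reads from cleaved fragments of the target, reads shared with related sequences and differences in the RNA content of the fractions were not tested. In replicates 1, 2 and 4 with CNOT1 siRNA, CNOT1 was at 24 to 31.6 CPM in polysomal and 77.4 to 89.6 CPM in subpolysomal RNA. With control siRNA it was at 470 to 501 and 235 to 317 CPM. The CNOT1 reads that remain thus lay less in polysomal RNA. Whether they come from intact mRNA that is less often on polysomes, a biological explanation, was not tested and stays open.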

How the results depend on the processing

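The likelihood ratio test, DESeq2 with a block, blocked fits and DESeq2 in the TNRC6 overlaps with binding groups, groups from the authors' deposited table or from a blocked RIP fit, binding groups without single libraries, the sign-flip test of paired gradients, and fits without both polysomal libraries of replicate 3 were chosen only after the result was seen. Of 183 results, recomputed 1862 times under alternatives, 1609 values kept their direction and side of the threshold or moved little, 81 were weaker, 38 stronger, 121 moved further and 13 changed sign. Where the cause is not given, the cause was not tested.

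With the replicate block, which removes differences between replicate numbers, the eIF4A2 IP against the eIF4A1 IP gave 1245 higher and 1521 lower genes, the eIF4A2 IP against the DDX6 IP 3232 and 3842, the DDX6 IP against the eIF4A1 IP 1062 and 668, and TNRC6A/B siRNA 520 and 243. TNRC6A then stood at -1.84 (FDR 1.06e-24) and TNRC6B at -1.7 (FDR 5.21e-19). With the blocked TNRC6 calls, 26, 14 and 143 genes of the 2-way eIF4A1-only, eIF4A2-only and shared groups were higher after TNRC6A/B siRNA, and 11, 14, 13 and 123 genes of the 3-way eIF4A1-only, eIF4A2-only, DDX6-only and all 3 groups. With a block in both fits 174 genes were higher after both TNRC6A/B and CNOT1 siRNA. DESeq2 with a block called 344 higher and 38 lower genes, with TNRC6A at -1.8 (FDR 1.64e-17) and TNRC6B at -1.67 (FDR 5.03e-13), and gave 18, 11 and 93 genes in the 2-way and 9, 11, 9 and 80 in the 3-way groups.

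DESeq2 without a block gave 541 and 159 genes for the eIF4A2 IP against the eIF4A1 IP, 359 and 182 for the DDX6 IP against the eIF4A1 IP, and 757 genes with a lower polysomal/subpolysomal ratio after CNOT1 siRNA. For TNRC6A/B siRNA it gave 6 and 2, with TNRC6A at -1.76 (FDR 0.0246) and TNRC6B at -1.64 (FDR 0.0329). Of its higher genes 1 was 2-way eIF4A2-only, 2 were in the 2-way shared group, 1 was 3-way eIF4A2-only and 2 were in all 3 groups, and 2 were also higher after CNOT1 siRNA. It gave no adjusted p for CNOT1 (-4.08 in input, -1.79 in subpolysomal and -1.07 in polysomal RNA) and for PVRL4 (2.28 and 2.07), so these were left out. The edgeR likelihood ratio test gave 453 and 146 genes for the eIF4A2 IP and 106 and 59 for the DDX6 IP, each against the eIF4A1 IP.

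Without a filter on low counts, which adds genes, these 2 comparisons gave 459 and 538, and 130 and 102 genes. Polysomal RNA after CNOT1 siRNA then gave 3 and 43 genes, the change in polysome association 259 and 650, TNRC6A/B siRNA 20 and 3, and 28 genes changed in both fractions. In fits of only the compared libraries, which hold fewer samples, the eIF4A2 IP against the eIF4A1 IP gave 24 and 0 genes, the DDX6 IP against the eIF4A1 IP 0 and 0, input RNA after CNOT1 siRNA 4848 and 4713, and the change in polysome association 95 and 62. RLE factors moved no count by more than 1.5 times.

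Binding groups that required a direct difference between IPs held 7 and 32 genes (2-way eIF4A1-only and eIF4A2-only) and 0, 30 and 8 genes (3-way eIF4A1-only, eIF4A2-only and DDX6-only), in the fit without a block. For groups under 10 genes no set or feature test was run. Groups from the authors' deposited table held 199 3-way eIF4A1-only genes.

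The polysome association of groups that were not called in control cells changed sign. For DDX6-only it was 0.05 with DESeq2 groups (camera FDR 0.74), 0.322 with groups from the authors' deposited table (FDR 0.0292) and 0.147 with a block in the RIP fit (FDR 0.305). For eIF4A1-only it was 0.164 (2-way, FDR 0.345) and 0.233 (3-way, FDR 0.159) with the authors' deposited table, and 0.002 (3-way, FDR 0.948) with the block. Fry called the 2-way eIF4A1-only association (-0.115, FDR 0.0045). The shifts after CNOT1 siRNA were weaker under fry for eIF4A1-only (-0.109, FDR 0.368) and DDX6-only (-0.145, FDR 0.139). With an estimated correlation all 3 were weaker, at -0.109 (FDR 0.332) for eIF4A1-only, 0.233 (FDR 0.063) for eIF4A2-only and -0.145 (FDR 0.271) for DDX6-only. The eIF4A1-only shift was also weaker with the authors' deposited table (-0.051, FDR 0.428), the block in the RIP fit (-0.053, FDR 0.146) and coding length regressed out (-0.073, FDR 0.0713).

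Camera with an estimated correlation called 0 families higher and 0 lower. Of 54 family tests fry left 41 unchanged, 3 weaker and 9 stronger, and it gave mitochondrial ribosomal proteins the opposite direction in the change in polysome association (mean -0.05, FDR 0.831). Proteasome subunits in the same comparison changed direction without both polysomal libraries of replicate 3 (mean -0.07, FDR 0.559).

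Leaving out single libraries, or both polysomal libraries of replicate 3, gave these ranges. The eIF4A2 IP against the eIF4A1 IP had 42 to 189 higher and 1 to 35 lower genes, the DDX6 IP against the eIF4A1 IP 0 to 11 and 0 to 5, and the eIF4A2 IP against the DDX6 IP 745 to 1596 and 723 to 1887. After CNOT1 siRNA the ranges were 1354 to 3346 and 1568 to 3611 in input RNA, 0 to 2925 and 0 to 2501 in polysomal RNA, and 349 to 1709 and 260 to 1285 for the change in polysome association. Genes changed in both fractions ranged from 0 to 2996. CNOT1 ranged from -1.87 to -1.73 in subpolysomal and from -4.1 to -0.68 in polysomal RNA. The upper ends of the counts after CNOT1 siRNA, and the -4.1, are those without both polysomal libraries of replicate 3, where CNOT1 in subpolysomal RNA was -1.79 (FDR 1.04e-10). Binding groups held 584 to 1414 (2-way eIF4A1-only), 213 to 563 (3-way eIF4A1-only) and 196 to 784 genes (DDX6-only). The DDX6-only association ranged from -0.061 to 0.068 and the eIF4A1-only shift from -0.128 to -0.072.

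Of 892 recomputed values of named genes, 837 kept their call, 34 were weaker, 18 stronger and 3 changed sign. The last were TIMM13 in the eIF4A1 IP (-0.05 to 0.53 over the libraries left out, negative without eIF4A1 IP replicate 2) and RPS21 in the eIF4A1 IP (-0.1 to 0.35, with -0.1 without eIF4A1 IP replicate 2 and -0.07 without RIP total RNA replicate 3), none of them called.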

Other observations

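The tests without both polysomal libraries of replicate 3 were chosen only after the result was seen, as was the use of the regression on coding length as a test of its cause. The regression itself was set before the counts were seen. The other tests in this part were written down before.

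Other splits of the same libraries into groups of the same size were counted for each comparison, in fits of the compared libraries. For the eIF4A1 IP, the eIF4A2 IP and the DDX6 IP against total RNA and for the eIF4A2 IP against the eIF4A1 IP and the DDX6 IP, only the real split, 1 of 10, gave as many genes, and every other split gave 0 by edgeR. A share of 1 in 10 is the smallest that 10 splits can give, so this count alone neither excludes chance nor speaks for it. Replicate numbers pair these libraries, and among the 4 splits that part every pair the real one was also alone. For the DDX6 IP against the eIF4A1 IP the real split gave 0 genes by edgeR, so that 10 of 10 splits necessarily gave as many and the count says nothing about chance. Another split gave 13. With the replicate block 1062 genes were higher and 668 lower.

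In the gradient experiment 1 of 35 splits, the real one, gave as many genes for polysomal against subpolysomal RNA in control cells and for CNOT1 siRNA in input and in subpolysomal RNA. Replicate numbers pair the input and the subpolysomal libraries of the 2 siRNAs. Fractions of the same number are taken as 1 gradient in the ratios, although their residuals in control cells did not correlate in every pair (-0.3 to 0.15). Among the 8 splits that part every pair the real one was alone and the others gave 0 genes by edgeR. A share under 0.125 is not possible with 8 splits, so with pairing kept the count cannot exclude chance in these 3 comparisons. In subpolysomal RNA the split of replicates 1 and 2 from 3 and 4, which follows depth, gave 1569 genes against 4394 for the real split. For polysomal RNA the real split gave 0 genes by edgeR, so that 35 of 35 splits necessarily gave as many and the count says nothing about chance. Without both polysomal libraries of replicate 3, 2925 genes were higher and 2501 lower. The split that exchanges the replicate 3 libraries gave 6651. For the change in polysome association 3 of 35 splits gave as many genes as the real one (157), so chance cannot be excluded. The split of replicates 1 and 2 from 3 and 4 gave 1583, and with a block on the replicate number 710 genes were higher and 487 lower. The split that exchanges gradient 3 gave 518 and, with the real split, makes 2 of the 8 splits parting every pair that gave as many.

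The 3-way eIF4A2-only mRNAs moved towards polysomes after CNOT1 siRNA. The polysomal libraries of replicate 3 are not the whole cause, since the shift was 0.146 without both (camera FDR 0.00119). Coding length is not the whole cause of the shift over the gradients of all replicates, which was 0.205 after regression, for the 424 of 583 members with a coding length. The regression was not run without both polysomal libraries of replicate 3, so length is not excluded for the 0.146. A compression of all ratios towards 0 would move low genes up, so the set was compared with genes matched on the control ratio in other gradients. This was done without gradient replicate 3, on 595 members. Over 3 rotations of the control gradients the set moved by 0.137 and the matched genes by 0.053, a difference of 0.083. The set lay at percentiles 99.9 to 99.99 of 10000 matched lists. A compression may thus account for part of the shift and not for all of it. The call does not hold under an estimated correlation (FDR 0.063), and the 3 rotations share CNOT1 siRNA gradients. A release of these mRNAs from repression by Ccr4-Not is a biological hypothesis that the counts do not test. Differences in the RNA content of fractions were not tested.

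The mRNAs of cytosolic ribosomal proteins moved towards polysomes after CNOT1 siRNA, by 0.57 without both polysomal libraries of replicate 3. The family moved by 0.386 more than genes matched on the control ratio (0.479 against 0.092, 84 genes), at percentiles 99.98 to 100 of the matched lists over 3 rotations without gradient replicate 3, so that compression alone is not enough. Reads shared with the many processed pseudogenes of these genes were not tested and could contribute to the 0.386. The family call is lost with an estimated correlation, in which 0 families were called, so members that move together may account for its small p.

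The mRNAs of P-body and decapping factors were higher in the DDX6 IP than in the eIF4A1 IP, with a median of 0.33 (18 genes, camera FDR 1.25e-09). The median lay at percentile 99.62 of 10000 random lists matched on coding length and mean CPM, which argues against these features as the whole cause. The camera FDR rests on the preset correlation. With an estimated correlation this family lost its calls in the DDX6 IP against total RNA (FDR 0.241) and in the eIF4A2 IP against the DDX6 IP (FDR 0.153). Ccr4-Not subunits (median 0.16, camera FDR 0.0744) and miRNA pathway factors (-0.01, camera FDR 0.882) did not pass. DDX6 is itself a member of the family, and whether nascent protein brings its own mRNA into the IP was not tested.

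The 2-way eIF4A2-only mRNAs had longer coding sequences than the eIF4A1-only mRNAs. The slope of log2 CPM on log10 coding length was 0.48 ± 0.23 in the eIF4A2 IP and 0.06 ± 0.34 in the eIF4A1 IP (SD, n = 3), a difference of 0.417. The libraries span 0.299 to 0.731 and -0.334 to 0.275, so as ranges they do not overlap but lie close. Total RNA had 0.5 ± 0.14 and the DDX6 IP -0.1 ± 0.37. For replicates 1, 2 and 3 the slope was 0.731, 0.299 and 0.402 in the eIF4A2 IP. In the eIF4A1 IP it was 0.275, -0.334 and 0.24, lower in each same-numbered pair. A length bias of library preparation or RNA integrity could give this difference, and it cannot be told apart from a binding preference, because the bias would differ between the IPs themselves. The difference in purine tetramers between these groups rests on the same calls and was not separated from length or from base composition. The median 5′UTR GC content was 64.8% in eIF4A2-only and 71.0% in eIF4A1-only mRNAs.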
